A study of Synechocystis sp. PCC 6803 with 6 samples. Its data were reported in "Erythromycin mediates co-flocculation between cyanobacterium Synechocystis sp. PCC 6803 and filamentous fungi in liquid cultivation without organic compounds" (2024).

How the data were processed

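RNA sequencing measured the transcripts of wild-type Synechocystis, a unicellular freshwater cyanobacterium, in 6 libraries. Of these, 3 libraries were labelled as grown without erythromycin (EM) and 3 as grown with EM, a macrolide antibiotic that binds the large ribosomal subunit. Cultures were kept in the mineral medium BG11 for 7 days. Groups and replicate numbers were taken from the sample titles, and each library counted as 1 replicate. The labels name EM alone, whereas the design text of the series sets suspended cells against cells flocculated together with fungi. An effect of EM and an effect of the fungi or of flocculation therefore cannot be separated in these libraries, and "with EM" below means the label only. An axenic culture with EM, which the study also describes, was not analysed here under a label of its own.

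According to the study's methods, cells were frozen and milled with beads, RNA was extracted with TRIzol and treated with DNase, ribosomal RNA was removed, and stranded libraries were read as pairs on an Illumina instrument. The authors trimmed the reads with fastp and quantified them with Salmon against the assembly ASM972v1. Transcripts of the fungi were excluded by the authors. How this was done, the versions of the programs and the strand setting are not given in the sources used here. For each library the authors deposited an estimated count of reads per coding sequence, which need not be a whole number because Salmon divides reads among sequences they fit equally well. They also deposited a TPM value, a relative transcript abundance, which is the estimated count divided by an effective length and scaled to a sum of 1000000 in each library. Lengths were given for 3514 coding sequences. All of the lengths (100%) were multiples of 3, so they are coding lengths, from 90 to 12600 bases with a median of 793.5. The effective length lay 250 bases below the coding length for 3009 sequences and was identical in all 6 libraries, so it was not fitted to each library. It fell to 3.27 bases for the shortest sequences, where a few reads give a large TPM.

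The identifiers in the deposited tables are not paired there with gene names. Of the 3514 identifiers, 0 matched a gene of the reference table of 3347 genes, and 0 of 111 locus tags listed in advance were found among them. None of the listed locus tags was found in the reference table either, so it could not have linked them to any identifiers. The tests planned for 24 genes discussed by the study and for 6 gene families could therefore not be run. No GC content was computed because no genome sequence was used here.

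Estimated counts were rounded to whole numbers for the count tests. The comparison of EM with no EM used edgeR 4.0.16 in R 4.3.3 with TMM normalisation, the default filter on low counts and the quasi-likelihood test, with the group as the only term. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the study, which used DESeq2. Fold changes are levels with EM over levels without EM, and standard errors were derived from the fold change and the F statistic. This test, its samples and its thresholds were set before the data were examined. The rule for naming genes, also set then, took the 5 largest rises and the 5 largest falls among called genes whose 3 libraries with EM all lay on one side of the 3 without and whose mean was at least 50 CPM (reads per 1000000 of the TMM effective library size, which is the total multiplied by the TMM factor), the genes of the study's list and the most abundant genes of each group. Because the identifiers have no names, it was reduced to the 2 largest rises and the 2 largest falls. Separation of the groups and mean CPM were judged on the TMM scale, and the same 4 genes were named when total count scaling was used for both. The script was tested on simulated counts drawn from these libraries, in which 200 of 3509 genes were given a log2 change of 2. It called 195 of them (97.5%) with a median change of 2.02, and made 0 false calls. Few genes were changed in this simulation, whereas 2213 of 3509 genes were called in the data. The simulation therefore checks the working of the script only. It gives no rate of recovery or of false calls for libraries in which most genes differ.

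The evenness of reads over genes was described for the 2245 coding sequences of 600 bases or more. For each library it was given as the SD across genes of the log2 of estimated reads per base (0.5 reads added), and as the slope of log2 reads on log2 coding length. Percentiles of reads per base were taken relative to the library average, and Spearman's rho of reads with coding length was taken over all 3514 sequences. These descriptive measures were chosen after the data had been seen. Group differences in 10 such measures were tested with a two-sided exact permutation test of the 3 against 3 libraries, with Benjamini-Hochberg adjustment over the 10. The smallest p this design allows is 0.1.

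The alternatives tried for the called genes were size factors of DESeq2 in edgeR (RLE), upper quartile and total count scaling, no filter, removal of the 10 most-read genes, the replicate number as a block, thinning to the smallest library, removal of a trend on coding length, DESeq2 1.42.0, limma 3.58.1 with voom, a test against a log2 change of 1 (glmTreat), the adjusted p alone, limma on log2(TPM + 1) and leaving out each library in turn. A run of limma on TPM rescaled over long sequences was added after the data had been seen. Descriptive values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

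Library totals ran from 137655 to 19777251 estimated reads. In the smallest library a count of 0 allows a share of up to 0.00218% of the reads (3 reads of its total). Such limits cover counting error only, since reads copied by PCR are not independent molecules, and they do not hold for sequences that share reads. Reads between genes, reads on the opposite strand and reads of the fungi were not analysed here. An estimated count was taken as fractional when it differed from a whole number by more than 1e-06. Sequences with such counts in any library, 193 in all, share reads with another sequence and their values are uncertain.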

Results

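The transcriptome of Synechocystis was measured in 3 libraries without EM and 3 libraries with EM, taken after 7 days in BG11 medium. Estimated reads were given for 3514 coding sequences in each library. The libraries without EM held 3127659, 13044710 and 19777251 estimated reads for replicates 1, 2 and 3. The libraries with EM held 147438, 137655 and 297528. The mean total was 1.20e+07 ± 8.38e+06 reads without EM (SD, n = 3) and 194207 ± 89612 reads with EM (SD, n = 3), a ratio of 61.7. The smallest library without EM held 10.5 times the reads of the largest library with EM. A coding sequence had a median of 665.5, 2735.5 and 4223.5 reads in the libraries without EM. With EM the medians were 9, 5.40 and 15 reads, so counting error was larger for most genes in this group. Depth, counted here as reads assigned to coding sequences of Synechocystis, followed the group in every library. The total sequenced and the part taken by fungal or other reads were not known here. No batch or date was named in the labels.

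**Figure D1:**
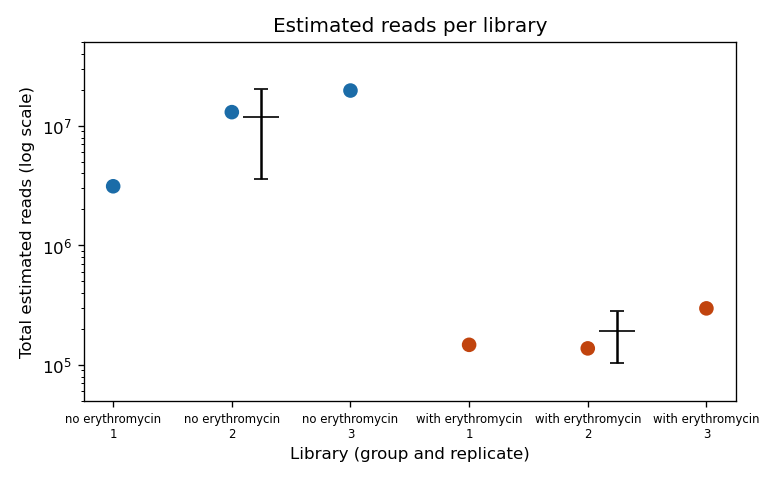
Total estimated reads on coding sequences (log axis) in each of the 6 libraries, with the mean (long dash) and SD (bar) of each group of 3. The libraries without EM lie between 3127659 and 19777251 reads, all above the libraries with EM, which lie between 137655 and 297528.

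Each of the 10 measures of library make-up compared between the groups separated the 3 libraries without EM fully from the 3 with EM. In the exact permutation test this gave a two-sided p of 0.1 for each measure, and 0.1 after Benjamini-Hochberg adjustment over the 10. That is the smallest p that 3 against 3 libraries allow, so no measure could reach 0.05. The measures were the total, the number of sequences without reads, the shares of the 10 and the 100 most-read sequences, the spread of reads per base, the slope and the rank correlation of reads on coding length, the median TPM, and the 10th and 90th percentiles of reads per base.

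Without EM the reads were spread over many genes. The 10 most-read sequences of a library took 3.67% ± 0.108 of its reads without EM (SD, n = 3) and 33.5% ± 2.19 with EM (SD, n = 3). For the 100 most-read sequences the shares were 15.1% ± 0.279 and 62.8% ± 3.23. The single most-read sequence took 0.717%, 0.538% and 0.537% of the reads in the libraries without EM, and 6.25%, 6.82% and 9.11% in those with EM. The number of sequences without any read was 4 ± 1 without EM and 334 ± 166 with EM (SD, n = 3). The median TPM was 124 ± 0.917 without EM and 8.45 ± 1.85 with EM.

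The number of reads on a gene without EM was close to proportional to its coding length. Among the 2245 sequences of 600 bases or more, the slope of log2 reads on log2 length was 1.05 ± 0.0025 without EM and 0.639 ± 0.0109 with EM (SD, n = 3). Across all genes of a library, which are not independent replicates, Spearman's rho of reads with coding length was 0.894 ± 0.0127 without EM and 0.257 ± 0.00456 with EM. The SD of log2 reads per base across the long sequences was 0.517, 0.597 and 0.608 in the libraries without EM, with a mean of 0.574 ± 0.0497. With EM it was 1.88, 2.15 and 1.99, with a mean of 2.01 ± 0.134. The setting that moved the spread without EM most was the restriction to sequences with whole reads in every library, which gave 0.423, and the one that moved the spread with EM most was the inclusion of all coding sequences, which gave 2.23. The 10th percentile of reads per base was 0.679 ± 0.0191 of the library average without EM and 0.0297 ± 0.0152 with EM. The 90th percentile was 1.37 ± 0.0518 without EM and 1.15 ± 0.0850 with EM.

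**Figure D2:**
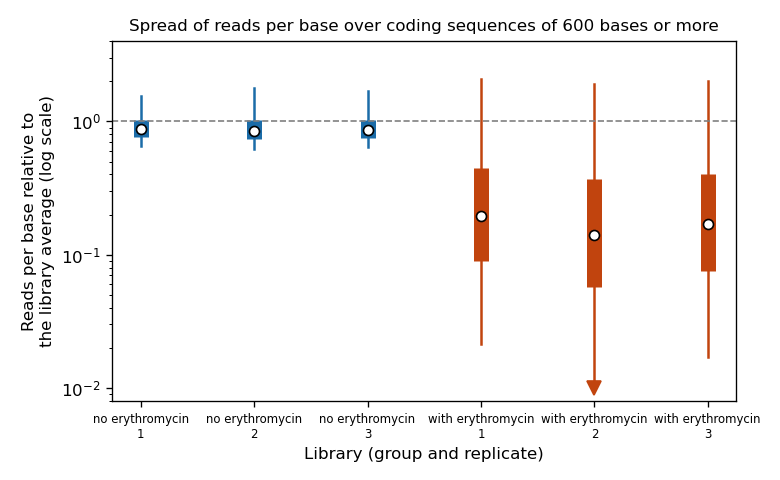
Reads per base relative to the library average (log axis) for the 2245 coding sequences of 600 bases or more in each library. The thin line runs from the 5th to the 95th percentile, the thick line from the 25th to the 75th, the circle is the median, the dashed line is the library average, and the triangle marks a 5th percentile of 0 that lies below the axis. The medians lie between 0.841 and 0.873 without EM and between 0.141 and 0.195 with EM.

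Libraries resembled their own group. Across genes, Spearman's rho of TPM lay between 0.974 and 0.997 for pairs of libraries without EM and between 0.755 and 0.845 for pairs with EM. Between the groups it lay between 0.0829 and 0.237.

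The series was designed to compare suspended cells with cells flocculated with fungi, while the labels give only the presence of EM. The comparison made here was of the libraries labelled with EM against those labelled without. Of 3509 genes tested with edgeR, 2213 (63.1%) were called at an adjusted p under 0.05 and an absolute log2 fold change over 1. Of these, 928 (41.9%) were higher and 1285 (58.1%) lower with EM. At an unadjusted p under 0.05 there were 2618 genes. On the TMM scale, the 3 libraries with EM lay all above or all below the 3 without for 2699 genes (76.9%, where chance gives 10%), and 2163 of these were called. With total count scaling there were 3110 such genes. The median log2 fold change was 2.34 among the higher calls and -2.25 among the lower calls, with a median standard error of 0.32 over all calls. The fold change exceeded 4 on the log2 scale for 158 higher calls and lay under -4 for 193 lower calls. In 77 of the lower calls no read was found in any library with EM, and in 1 of the higher calls none was found in any library without EM, so their fitted fold changes depend on the method. With 3 reads over the group put in place of 0 for these genes, the median of the lower calls was -2.19 and 126 of them lay under -4, while the median of the higher calls was still 2.34. Of the called genes, 123 had fractional estimated reads in some library and are uncertain. All calls are differences in reads, since it was not settled whether the near proportionality to length without EM reflects transcription.

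The split into higher and lower calls depended on the scaling. The TMM factors were 1.85, 1.82 and 1.85 for the libraries without EM and 0.617, 0.481 and 0.544 for those with EM, and the median log2 fold change of all genes was -0.42. With total counts as the only scaling, the median was -2.17, and 349 genes (12.4% of calls) were higher and 2461 lower. Upper quartile scaling gave a median of -0.79, with 781 genes higher and 1564 lower. The alternative that moved the split most was limma on log2(TPM + 1), with 104 genes (3.27% of calls) higher and 3080 lower and a median of -3.85. A direction given here is relative to the TMM scale.

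**Figure D3:**
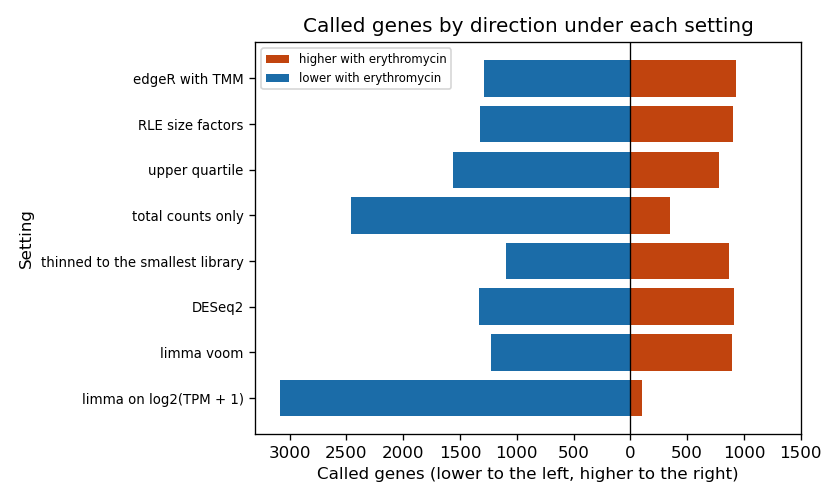
Number of called genes higher with EM (right) and lower with EM (left) under edgeR with TMM and 7 other settings. The counts with TMM are 928 and 1285, and the split moves to 349 and 2461 with total counts only and to 104 and 3080 on the TPM scale.

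Among called genes that met the naming rule (1894 genes), the largest rises in fitted fold change were those of BAA10743 and BAA10464, and the largest falls those of BAD02007 and BAA18372. For a gene with a group at 0, which holds for all of these but BAA10464, the rank depends on how the fold change is fitted and is no order of size. The identifiers are given as deposited and were not matched to gene names or positions. BAA10743 has a coding length of 294 bases. It had 0 reads in each library without EM and 36, 8 and 37 reads (rounded) in the libraries with EM, a level of 248 ± 138 TMM-normalised CPM (SD, n = 3; edgeR adjusted p = 3.31e-07). Its reads were fractional in 3 libraries, so they are shared with another sequence. A 0 can then come from how the reads were assigned, and no fold is given.

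BAA10464, with a coding length of 453 bases, had 853, 1936 and 2710 reads without EM and 9216, 9384 and 27101 reads with EM. Its level in TMM-normalised CPM, which for libraries with EM is higher than its share of the reads because their TMM factors are under 1, was 101 ± 40.5 without EM and 136804 ± 33361 with EM (SD, n = 3). The log2 fold change was 10.40 with a standard error of 0.75 (edgeR adjusted p = 8.30e-07). It was the most-read sequence in all 3 libraries with EM, and its reads were whole in every library.

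BAD02007 (coding length 495 bases) had 3156, 15446 and 22001 reads in the libraries without EM, or 600.3 ± 52.3 TMM-normalised CPM (SD, n = 3), and 0 reads in each library with EM (edgeR adjusted p = 2.37e-06). BAA18372 (coding length 1017 bases) had 2311, 13241 and 18047 reads without EM, or 484 ± 79.4 TMM-normalised CPM, and 0 reads in each library with EM (edgeR adjusted p = 8.44e-06). The reads of both genes were fractional in 3 libraries, so they are shared with another sequence and no fold is given.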

Values the study reported

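The study compared Synechocystis from biomass flocculated with fungi and EM with axenic suspended cells grown without EM. It reported lowered transcripts for 234 genes of metabolic pathways, 104 genes of secondary metabolite synthesis and 53 genes of ABC transporters in the flocculated cells. Genes were called with DESeq2 at an FDR of 0.05 and a log2 fold change above 1.0. Among the genes it tabulated, slr2076 (groEL1) rose by 7.3 on the log2 scale, while slr2016 fell by 5.1 and slr2018 fell by 3.6.
In axenic cells with EM compared with axenic cells without EM, the tabulated log2 rise of slr2076 was 5.9, while slr2016 fell by 1.4 and slr2018 fell by 1.8. Of the 21 tabulated genes, the study described 7 as slightly altered by the fungi.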

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

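The alternatives for the spread of reads per base and for the slope on coding length, and the TPM run on long sequences, were chosen only after the result was seen. The other alternatives were planned.

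The number of called genes stayed within 1.5 times its value of 2213 in all 21 alternatives. It ran from 1696 with glmTreat to 3184 on the TPM scale. Of the 2213 genes, 2191 were also called in the same direction with RLE size factors (2227 calls), 2168 with DESeq2 (2246 calls), 2049 with limma voom (2118 calls) and 1634 with total counts only (2810 calls). Fewer were shared on the TPM scale, with 1389 (62.8%) in limma on log2(TPM + 1) and 1095 (49.5%) in the TPM run on long sequences, which tested 2243 genes instead of 3509 and made 1715 calls. Leaving out the 10 most-read genes hardly moved the fit (2195 calls, 2191 shared). Without the filter there were 2208 calls, and with the adjusted p alone 2545. Leaving out each library in turn gave 1983 to 2212 calls, with 870 to 933 higher and 1113 to 1279 lower. The lowest value came without replicate 3 with EM, the deepest library of that group, when 1880 of the 2213 genes were still called in the same direction.

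The direction of the calls was less stable. Higher calls went from 928 to 349 with total counts only, to 104 with limma on log2(TPM + 1) and to 193 when TPM was rescaled over sequences of 600 bases or more, a run of 2243 genes. Lower calls went from 1285 to 2461 with total counts only and to 3080 on log2(TPM + 1). These settings do not correct for composition, and the median log2 fold change of all genes moved from -0.42 to -2.17, -3.85 and -2.04 in them. Higher calls in the other 18 alternatives and lower calls in the other 19 stayed within 1.5 times.

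Replicate numbers are shared between the groups. The correlation across genes of the deviations from the group means was -0.065, -0.0633 and 0.0661 for the same-numbered libraries. No pairing by number was seen in these values. The few reads per gene with EM would weaken such a correlation, so pairing is not excluded. With the replicate block 2098 genes were called, 893 higher and 1205 lower, and 2081 when a length trend was removed as well.

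The named genes kept their direction and their call in every alternative in which they were tested. The fitted log2 fold change of BAA10464 ran from 6.96 to 10.78 over 19 alternatives. Those of the other named genes have a group at 0 and depend on the method. BAA10743 was tested in 19 alternatives, BAD02007 in 20 and BAA18372 in 21.

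The spread of reads per base without EM was 0.668 over all coding sequences and 0.423 over sequences with whole reads only, against 0.574. With EM it was 2.23 over all sequences and 1.86 with 1 read added, against 2.01. The slope on length without EM was 1.03 over all sequences, 1.07 with whole reads only and 1.04 after thinning, against 1.05. With EM it was 0.590 over all sequences, 0.584 with 1 read added and 0.624 after thinning, against 0.639. Leaving out each library gave spreads of 0.557 to 0.602 without EM and 1.93 to 2.07 with EM, and slopes of 1.05 without EM and 0.633 to 0.644 with EM. The groups stayed apart in every one of these settings, and the cause of the shifts was not tested.

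Depth limits the libraries with EM. A gene with no read in the smallest of them can hold up to 0.00218% of its reads by counting error alone, and no such limit holds where reads are shared with another sequence. The alternatives planned for the study's genes and for the gene families, and the correction for GC content, were not run because neither the identifiers nor the listed locus tags matched the reference table, and no genome sequence was used.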

Other observations

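The tests of the thinned spread, of the correlations between groups with and without the 10 leading genes, of genomic DNA and of sequences without reads, and the TPM test on long sequences, were chosen only after the result was seen.

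The 2213 called genes were weighed against 4 technical explanations. After thinning every library to the smallest total, 1966 genes were called, 1887 of them shared with the same direction, which argues against depth as the whole cause. With the trend on coding length removed 2187 were called (1988 shared), so that trend does not account for most of the calls. A few genes taking most of the reads would move all other genes by a common factor and leave their ranks alone. Without the 10 leading genes, Spearman's rho of TPM reached at most 0.232 between groups and was at least 0.753 within one, so a common factor is not the whole cause. It does bear on the direction of the calls, since with total counts only 349 were higher and 2461 lower. Among the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes, the real grouping. In the other 9 splits edgeR called 0 genes, with 0 to 21 genes at an unadjusted p under 0.05, and no other tool was run on them. A share of 1 in 10 is the smallest that 10 splits can give, so by this count alone chance cannot be excluded below 0.1.

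The near proportionality of reads to coding length in the libraries without EM was an unusual feature, since transcript levels in a bacterial culture usually span a wide range. Depth is not a sufficient reason for the contrast with EM: libraries without EM thinned to the depths with EM had a spread of at most 0.576 on the log2 scale, while the lowest spread with EM was 1.88. A library exchanged between the groups is argued against by the rank correlations, which reached at most 0.237 between groups and were at least 0.755 within one. A candidate explanation is genomic DNA among the reads without EM, which would cover genes by length and not by transcription. The 100 genes with the most reads per base with EM took 59.8% ± 2.75 of the reads there (SD, n = 3). They were ranked on their mean share of the reads with EM divided by coding length. Without EM they took 2.60% ± 1.03, against 1.82% of the total coding length. The shares were 3.78%, 2.07% and 1.94% in replicates 1, 2 and 3, so replicate 1 held 2.07 times the share of length and the others lay closer to it. When these genes were chosen without one of the libraries with EM, they still held 56.2%, 61.5% and 59.98% of the reads of the library left out. Because reads without EM were already known to be close to proportional to length, a set of genes would be likely to take near its share of length. This set lay clearly above that share in replicate 1. Genomic DNA mixed with RNA would allow such an excess too. The value therefore decides neither for nor against genomic DNA, and the study's methods name a DNase step. Genomic DNA and evenly transcribed or heavily processed RNA cannot be told apart here, since they would give the same value. Reads between genes and on the opposite strand, which could separate them, were not analysed here. A true response to EM, to the fungi or to flocculation stays open and was not tested apart from these.

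The fold changes varied across genes mainly with the libraries with EM. Across the 3509 genes, which are not independent replicates, the measured log2 fold change had a Spearman's rho of 0.971 with a fold change in which the libraries without EM were replaced by reads spread evenly over the coding length. When those with EM were replaced instead, rho was 0.348. Against the even reads, 2015 of the 2213 calls (91.1%) kept their direction and a log2 change over 1. A shift by the median difference was applied first. The measured fold change and the one against even reads share the libraries with EM. The spread of reads per base was 0.574 without EM against 2.01 with EM. The high rho and this overlap follow from those spreads and are no independent evidence on their cause. Whether the even coverage without EM is itself transcription was not settled here.

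In the libraries with EM, 86 sequences had no read in any of the 3. Libraries without EM thinned to the same depths had 4 such sequences. Lower depth is thus not a sufficient reason for genes that kept their share of the reads without EM. The thinned libraries keep the even profile without EM, with a spread of at most 0.576 against at least 1.88 with EM. The thinning therefore cannot exclude low transcripts missed at the depth with EM. Over the libraries without EM these 86 sequences had a median of 3318.5 reads. Fractional reads were found for 26 of them, where reads shared with another copy may have been assigned elsewhere. A strain difference, a true absence of transcripts, transcripts too rare to be read at this depth and genomic DNA without EM stay open for the others. None of these was tested here.

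On the TPM scale nearly all called genes were lower with EM. Short sequences were a candidate cause, since 495 sequences with an effective length under 100 bases held 3.76% ± 0.0521 of the reads without EM but 56.5% ± 0.333 of the TPM (SD, n = 3). With EM they held 13.6% ± 1.74 of the reads and 80.4% ± 1.94 of the TPM. The sequence of highest TPM with EM took 19.0%, 21.4% and 21.3% of the total in replicates 1, 2 and 3, with an effective length of 8.67, 12.7 and 8.67 bases. When TPM was rescaled over sequences of 600 bases or more, 11.25% of calls were higher, against 3.27% over all sequences and 41.9% in the count test. Short sequences are thus not the whole cause. Scaling to total counts alone gave 12.4%, so the lack of a composition correction may account for much of the remainder.

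Identifiers beginning with BAD, 369 of the 3514, differed from those beginning with BAA. The median reads per base relative to the library average was 1.35 ± 0.0400 for BAD and 0.844 ± 0.0137 for BAA without EM (SD, n = 3). With EM it was 0.121 ± 0.0121 for BAD and 0.2002 ± 0.0401 for BAA. No explanation was tested.

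The values quoted from the study above are for single named genes and functional classes, and no value here was set beside them because the identifiers were not matched to names.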
